A study of Homo sapiens with 23 samples.

How the data were processed

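Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out in NCI-H23, an established non-small cell lung cancer cell line. The series holds 23 samples. Of these, 22 are immunoprecipitated libraries, made for 11 targets with 2 replicate libraries each, and 1 is an input library, for which no file was used here. The targets were 10 histone modifications and BRD2, a member of the BET family of proteins whose bromodomains bind acetylated lysine. The labels' treatment protocol mentions the BET inhibitor JQ1 and its solvent, but no sample label says which library received which, so no treatment comparison was made. Groups and replicate numbers were taken from the sample titles. The labels do not say whether replicates are separate cultures. The label description of the second H3K9me3 library carries another replicate number than its title, and the title was followed.

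Each library had its own list of peaks in the 10-column narrowPeak layout, with no header. The name column of the deposited lists points to the peak caller MACS; its version, settings and control, the aligner, the genome build and any filter are not stated in the labels or the lists. Lists were used as deposited, with replicates not pooled as far as stated. In the deposited lists the fold enrichment of a peak is a ratio to the peak caller's local background. The deposited significance values are −log10 p and −log10 q of each peak. The deposited score is the whole part of 10 times −log10 p and was not used. The last deposited column is the offset of the summit from the peak start in bp. The lowest −log10 p was between 2.00 and 2.11 in every list, so each list held weak peaks: between 0.348% and 23.4% of the peaks of the 20 histone lists had a q above 0.05, and 64.7% and 28.1% of those of BRD2 replicates 1 and 2. The lists give no read numbers, so sequencing depth is unknown and differences in depth between libraries could not be corrected. A longer list meets other lists more often by chance, and a deeper library yields a longer list. For that reason the comparison between marks used the 10000 strongest peaks of each list, ranked by −log10 q. Fold enrichment, p and q are the authors' values, used only to describe, rank or filter peaks within a list.

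The build was checked against a gene table of assembly GRCh38.p14. Peaks lay beyond the last gene end of that table on 15 of 24 chromosomes compared, with the last peak on chromosome 1 ending at position 249240328. The coordinates of the table were therefore not used, and the planned comparison with transcription start sites and the planned list of genes were not analysed here. It served only to count zinc finger genes and all protein-coding genes per chromosome. Coordinates are given as in the deposited lists, 1-based, in a build that is not stated.

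Overlaps were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9. A peak counted as overlapping when at least 1 bp was shared. The Jaccard index of a pair of lists is the number of bases covered by both, divided by the number covered by either. Where a value involved a pair of targets it was computed for all 4 combinations of their libraries; the mean is given with the SD between the 2 libraries of the target named. Expected overlap came from 100 circular shifts of the peaks, with a random offset for each chromosome within the span of called peaks (seed 1). Replicate agreement was tested by a two-sided permutation test over 100000 random pairings of the 22 lists. Acetylation and methylation marks were compared by an exact two-sided permutation test with the mark as the unit. With 2 libraries against 2 the smallest exact two-sided p is 0.333, so all other comparisons between libraries are given as values without a test. Correlations across the 22 autosomes, used only among the further observations, were tested by 100000 two-sided permutations of the chromosomes, with the p of Pearson r adjusted over 6 relations by the Benjamini-Hochberg method; rank and partial correlations were not adjusted. Peaks are not replicates, and no p-value was computed across peaks. Wilson intervals at the 95% level treat peaks as independent and cover counting error only. Promoter-like peaks were those overlapping H3K4me3; of the rest, those overlapping both H3K4me1 and H3K27ac were called active enhancer-like.

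The functions were tested on simulated data. For BRD2 replicate 2 lists of 45730 peaks with a known share placed on H4K5acK8ac peaks, the share was recovered with a gap of 0 percentage points. The same overlap function had placed the remaining peaks off the mark, so this gap was fixed in advance. For 5 randomly shifted BRD2 lists, observed over expected overlap lay between 0.954 and 1.02. The same kind of shift gives the expected value, so this checks the code and not whether shifts model chance fairly. Among 1000 simulated sets without replicate structure, 4.3% gave a p at or under 0.05 in the pairing test. The number was raised to 1000 after 9% of the first 100 had done so. Among 400 sets without a difference, 5.75% did so in the exact test of 5 marks against 5. The simulated sets of both tests held independent values, and each simulated pairing test used 1000 draws. These rates therefore do not cover dependence between lists or between marks.

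Regions named in the text follow a rule: the 5 BRD2 regions called in both replicates with the highest lower-of-2 fold enrichment that also overlapped H4K5acK8ac peaks in both replicates, at most 1 per Mb. Tests, alternatives and this rule were set before the data were examined. The alternatives were a stricter threshold (−log10 q of at least 5), leaving out either replicate, autosomes only, at least 50% of the peak covered, only libraries with the same replicate number, 5000 or 20000 strongest peaks or all peaks, windows of 250 bp on each side of the summit, ranking by fold enrichment, regions called in both replicates, and expectation from the share of bases covered. A threshold of q at most 0.05, and the 10000 strongest peaks for the overlap of H3K9me3 with H3K36me3, were added after the data were seen. Comparisons outside that plan are descriptive: the share by significance of the BRD2 peak, the single-mark peaks with and without the other mark, and the overlap of H3K9me3 with H3K27me3.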

Results

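Peak lists were compared for BRD2 and 10 histone marks in NCI-H23 lung cancer cells. The marks comprised 5 acetylation marks and 5 methylation marks. H4K5acK8ac, the histone H4 tail acetylated at both lysine 5 and lysine 8, was detected with a mouse monoclonal antibody to the doubly acetylated tail. The other acetylation marks were H4K5ac, H4K8ac, H4K12ac and H3K27ac, and the methylation marks were H3K4me1, H3K4me3, H3K36me3, H3K9me3 and H3K27me3. Each target had 2 libraries, and the 22 lists held 2889028 peaks. The shortest list was that of H3K4me3 replicate 1 with 21580 peaks and the longest that of H3K27me3 replicate 2 with 277462 peaks. BRD2 had 56830 peaks covering 14.5 Mb in replicate 1 and 45730 peaks covering 18.3 Mb in replicate 2. H4K5acK8ac had 75854 peaks covering 64.3 Mb and 71837 peaks covering 71.7 Mb. Read depth is unknown for all libraries. At a −log10 q of at least 5, BRD2 had 4771 peaks in replicate 1 and 12491 in replicate 2, and H4K8ac had 37399 and 6838, so the replicates of these targets differed in strength.

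Replicate lists were compared first, to set the error of all later comparisons. The Jaccard index between replicates was highest for H3K4me3 (0.919), followed by H3K36me3 (0.715) and H4K5acK8ac (0.646). It was 0.523 for H4K5ac, 0.519 for H3K27ac, 0.450 for H3K4me1, 0.449 for H3K9me3, 0.388 for H4K12ac and 0.366 for H3K27me3. The lowest values were 0.242 for BRD2 and 0.188 for H4K8ac. The mean over the 11 replicate pairs was 0.491, against 0.147 for random pairings, of which the highest reached 0.370 (permutation test, two-sided, p = 1e-05, the smallest that 100000 draws can give). With the 10000 strongest peaks of each list, the alternative that moved this mean most, it was 0.566. The index of a replicate pair exceeded every other index of both lists for 7 of the 11 targets. In 6 lists the closest list belonged to another target: BRD2 replicate 2, both H4K5ac lists, both H4K8ac lists and H4K12ac replicate 1. Of the BRD2 peaks of replicate 1, 30.9% overlapped a peak of replicate 2 (95% Wilson interval 30.5% to 31.2%). In the other direction the share was 32.7% (32.3% to 33.2%). Among the 10000 strongest BRD2 peaks these shares were 88.9% and 91.1%. No lists were identical.

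**Figure D1:**
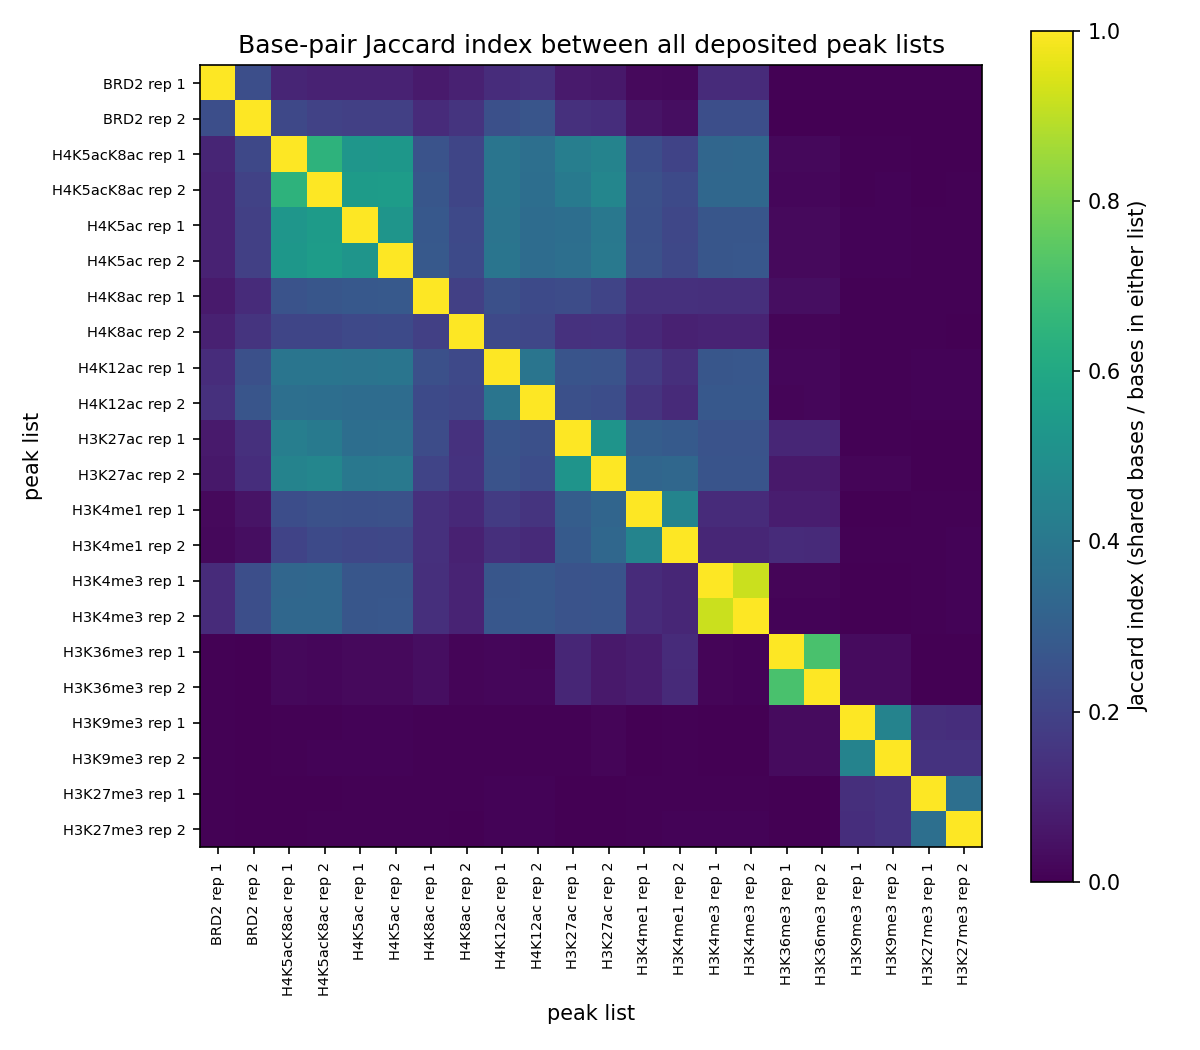
Jaccard index (color, from 0 to 1) between each pair of the 22 peak lists, ordered by target and replicate on both axes; the diagonal is each list with itself. H3K4me3 has the highest index between replicates, 0.919, and H4K8ac the lowest, 0.188.

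Binding of BRD2 at acetylated chromatin was examined by the share of the 10000 strongest BRD2 peaks that overlapped the 10000 strongest peaks of each mark. H4K5acK8ac had the highest share, 80.1% ± 0.159 (SD between mark libraries, n = 2). The BRD2 libraries differed more, with 77.3% in replicate 1 and 82.8% in replicate 2 for this mark. The share was 75.3% ± 0.0141 for H3K27ac, 73.4% ± 0.117 for H4K5ac, 69.3% ± 0.145 for H4K12ac and 50.5% ± 16.0 for H4K8ac (n = 2 each). Among the methylation marks it was 66.8% ± 0.937 for H3K4me3, 18.5% ± 3.27 for H3K4me1, 1.27% ± 0.170 for H3K9me3, 1.24% ± 0.0778 for H3K36me3 and 0.648% ± 0.0672 for H3K27me3 (n = 2 each). The acetylation marks averaged 69.7% ± 11.4 (SD between marks, n = 5) and the methylation marks 17.7% ± 28.5 (n = 5). The difference of 52.1 percentage points passed an exact permutation test (two-sided, p = 0.0159; the smallest p this design allows is 0.00794). The groups overlapped, as H3K4me3 lay above H4K8ac. The test treated the marks as independent, which they were not. With all peaks, H4K5acK8ac had a mean Jaccard index of 0.539 with H4K5ac and 0.236 with H4K8ac. The replicates of these single marks had 0.523 and 0.188. The methylation group was mixed, with H3K4me3 at 66.8% and H3K36me3, H3K9me3 and H3K27me3 at 0.648% to 1.27%. The p therefore describes this set of marks and cannot tell acetylation as such from the choice of marks. With all deposited peaks, the alternative that moved the difference most, it was 29.8 percentage points.

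**Figure D2:**
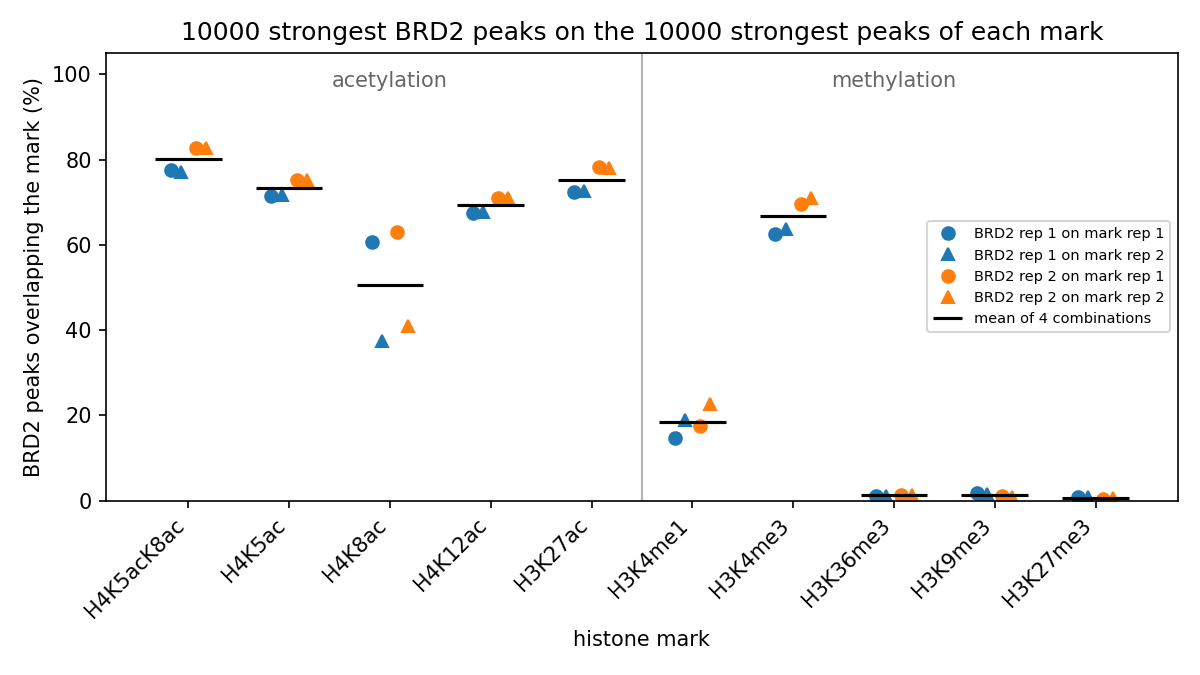
Percentage of the 10000 strongest BRD2 peaks overlapping the 10000 strongest peaks of each mark (y axis) for the 10 marks (x axis); points are the 4 combinations of replicate libraries and lines their means. H4K5acK8ac has the highest mean, 80.1%, and H3K4me3 is the only methylation mark above 50%.

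The share for H4K5acK8ac exceeded that for H3K27ac by 4.81 percentage points in BRD2 replicate 1 and by 4.74 in replicate 2 (mean 4.77 ± 0.0530, SD, n = 2). No test was made, since an exact test of 2 libraries against 2 cannot give a two-sided p under 0.333. This difference depended on the choice of peaks: with all deposited peaks it was 0.0435 percentage points, and H3K27ac was ahead in BRD2 replicate 1 (37.3% against 36.3%) while H4K5acK8ac was ahead in replicate 2 (64.9% against 63.8%). The order of the marks also depended on the measure. Relative to chance, overlap of the 10000 strongest peaks was 54.4 times the expected value for H4K5acK8ac and 39.1 times for H3K27ac, but 77.6 times for H4K12ac, 68.6 times for H4K8ac and 57.8 times for H4K5ac. The methylation mark H3K4me3, at 44.1 times, also lay above H3K27ac. In windows of 250 bp on each side of the summits, H4K5acK8ac again had the highest share (63.2%), followed by H4K12ac (61.4%), H4K5ac (60.1%) and H3K27ac (55.9%). With all deposited peaks, H4K5acK8ac ranked second, behind H4K5ac.

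Of all deposited BRD2 peaks, 36.3% overlapped H4K5acK8ac in replicate 1 and 64.9% in replicate 2 (mean 50.6% ± 20.2, SD, n = 2). Relative to chance, overlap was 14.1 ± 4.49 times the expected value (n = 2), with 10.5 to 18.01 over the 4 combinations of libraries. By this measure H3K4me3 (19.8 times) and H4K12ac (14.99 times) were higher. The share followed the significance of the BRD2 peak. Among BRD2 peaks with a −log10 q under 1.3, 20.1% overlapped H4K5acK8ac in replicate 1 and 32.3% in replicate 2. Among those with a −log10 q of at least 5, the shares were 99.2% and 99.4%. Of 18087 regions called in both BRD2 lists, 97.3% overlapped H4K5acK8ac in both of its lists and 368 in neither. The other acetylation marks, H3K4me3 and H3K4me1 were also more frequent at a −log10 q of at least 5 than under 1.3. H3K36me3, H3K9me3 and H3K27me3 were less frequent, in replicate 1 falling from 9.47%, 9.90% and 10.2% to 2.13%, 2.40% and 1.71%. H3K36me3 did not fall throughout. Between the bins of 5 to 10 and at least 20 it rose from 1.15% to 6.82% in replicate 1. In replicate 2 it was 3.49% at 5 to 10, 2.29% at 10 to 20 and 4.55% at 20 or more. At a −log10 q of at least 5, H4K5ac was found at 98.6% and 98.9% of the BRD2 peaks of replicates 1 and 2, and H3K27ac at 98.3% and 98.4%.

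**Figure D3:**
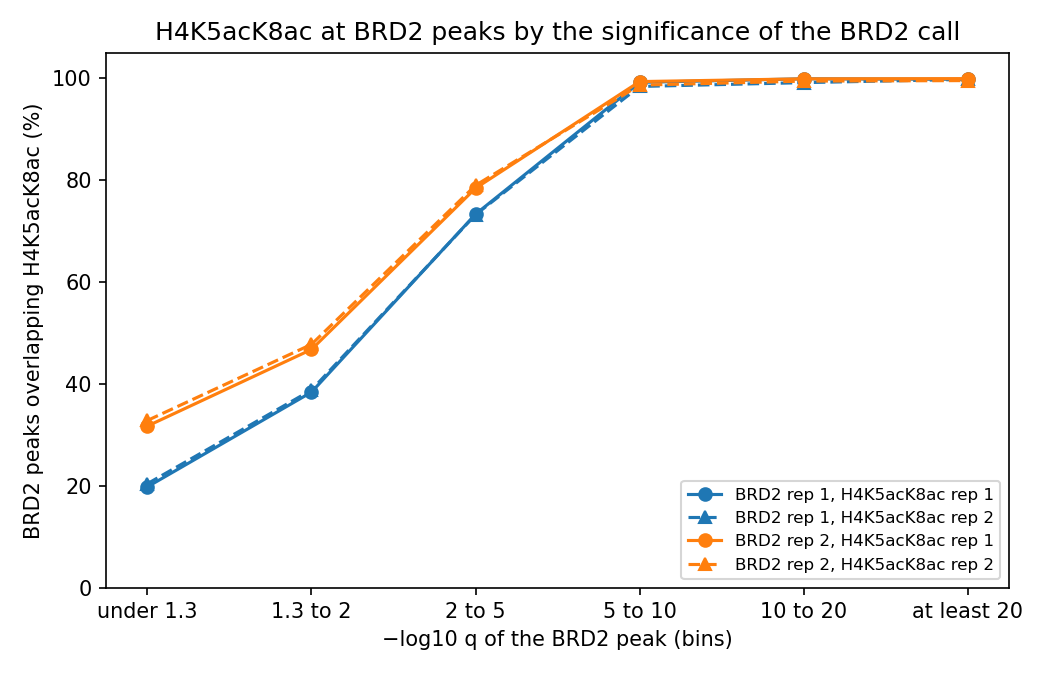
Percentage of BRD2 peaks overlapping H4K5acK8ac (y axis) by −log10 q of the BRD2 peak in 6 bins (x axis), for the 4 combinations of replicate libraries. The percentages lie between 19.8% and 32.8% in the lowest bin and are all above 98% in the 3 highest bins.

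BRD2 peaks with H4K5acK8ac had a higher median fold enrichment than those without. In replicate 1 the medians were 3.61 and 2.88, a ratio of 1.25. In replicate 2 they were 4.92 and 3.27, a ratio of 1.51. The mean ratio was 1.38 ± 0.181 (SD, n = 2), and both replicates had a ratio above 1. Fold enrichment is the authors' value and was compared only within a list.

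Promoter-like regions, defined by an H3K4me3 peak, held 28.5% of the BRD2 peaks in replicate 1 and 48.0% in replicate 2 (mean 38.2% ± 13.7, SD, n = 2). Active enhancer-like regions held 7.58% and 15.6%. Peaks with none of H3K4me3, H3K4me1, H3K27ac, H3K36me3, H3K27me3 and H3K9me3 made up 41.1% and 22.1%. Among the 10000 strongest BRD2 peaks the promoter-like share was 81.6% in replicate 1 and 92.7% in replicate 2. Of all H4K5acK8ac peaks, 32.6% ± 0.364 lay in promoter-like and 34.3% ± 1.67 in active enhancer-like regions (SD, n = 2). Of its 10000 strongest, 86.6% ± 0.0495 and 12.96% ± 0.0530 did so, and of the 10000 strongest BRD2 peaks 87.2% ± 7.83 and 6.78% ± 0.760 (n = 2 each). Over the 4 combinations of libraries, BRD2 was called at 46.7% to 63.3% of all promoter-like H4K5acK8ac peaks and at 8.83% to 12.6% of all active enhancer-like ones. Among the 10000 strongest H4K5acK8ac peaks these ranges were 89.9% to 98.9% and 59.9% to 91.0%.

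The list for the doubly acetylated tail was compared with those for the single acetylation marks. Of the H4K5acK8ac peaks, 45.9% ± 1.98 (SD, n = 2) overlapped both H4K5ac and H4K8ac, 26.7% ± 0.257 only H4K5ac, 6.70% ± 0.440 only H4K8ac and 20.7% ± 2.16 neither. The choice of single-mark library mattered more than that of the H4K5acK8ac library: the share with both was 52.9% with the replicate 1 lists of H4K5ac and H4K8ac and 38.9% with their replicate 2 lists. Likewise, only H4K5ac was found at 19.9% and 33.4%, and only H4K8ac at 9.30% and 4.10%. In replicate 1, H4K5acK8ac was called at 63.7% of the H4K5ac peaks that also had H4K8ac and at 33.6% of those that did not. The values in replicate 2 were 74.7% and 45.4%. H4K8ac peaks with H4K5ac carried H4K5acK8ac in 68.5% of cases in replicate 1 and 79.5% in replicate 2, against 5.05% and 6.89% of those without H4K5ac.

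Marks of repressed chromatin were compared with chance. H3K9me3 peaks overlapped H3K36me3 peaks at 0.670 ± 0.0481 times the expected value (SD, n = 2), that is, less than by chance. The direction changed with the choice of peaks: among the 10000 strongest of each list, the value was 1.77 ± 0.130. H3K9me3 overlapped H3K27me3 at 31.5% of its peaks, against 9.02% expected, a ratio of 3.51 ± 0.189. H3K27me3 overlapped H3K4me3 at 0.739 ± 0.0631 times the expected value. Overlap with H4K5acK8ac was 0.225 ± 0.0242 times the expected value for H3K27me3 and 0.474 ± 0.00590 times for H3K9me3 (n = 2 each). Among the 10000 strongest peaks of each list the direction of these overlaps was kept: 12.2 ± 0.871 for H3K9me3 with H3K27me3, 0.313 ± 0.111 for H3K27me3 with H3K4me3, and 0.105 ± 0.00813 and 0.440 ± 0.0219 with H4K5acK8ac.

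The 5 BRD2 regions named by the rule lay on chromosome 2 (positions 3622195 to 3623806), chromosome 16 (70557626 to 70558596), chromosome 1 (93297005 to 93298314), chromosome 17 (80415992 to 80416475) and chromosome 2 (62115111 to 62116301), in the unstated build of the lists. In that order, the authors' fold enrichment of BRD2 was 26.5, 24.2, 23.8, 23.5 and 23.3 in replicate 1. In replicate 2 it was 56.9, 43.8, 54.2, 45.8 and 46.8. All 5 had peaks of the 5 acetylation marks and of H3K4me3 in both replicates, and none had a peak of H3K9me3 or H3K27me3.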

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

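A threshold of q at most 0.05, and the 10000 strongest peaks for the overlap of H3K9me3 with H3K36me3, were chosen after seeing the data; the other alternatives were planned. Of 73 results under alternatives, 49 stayed on the same side of the threshold or within 1 SD of the replicates, 23 moved by more, and 1 changed direction. Of the 49, 10 left out a replicate of an untested value, where a spread from 2 libraries nearly fixes that outcome, and 2 came from a threshold that removed no peak used. The p for replicate agreement was the smallest that the draws can give in every setting and so shows nothing about stability; the mean index itself was 0.492 to 0.566 under the alternatives. The difference between acetylation and methylation marks kept its direction and its side of the threshold under all alternatives run. Its exact p ranged from 0.00794 to 0.0238, with the related marks treated as independent each time.

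At a −log10 q of at least 5, the share of BRD2 peaks with H4K5acK8ac was 99.2%, 28.6 times the expected value. At the same threshold the share of H4K5acK8ac peaks with both single marks was 27.6% and the promoter-like share of BRD2 peaks 91.5%. The overlap of H3K9me3 with H3K36me3 was 0.882 times the expected value. The ratio of BRD2 fold enrichments was 2.32, but its group without H4K5acK8ac was small, since 99.2% of BRD2 peaks had the mark. With marks limited to their 10000 strongest peaks past this threshold, the lead of H4K5acK8ac over H3K27ac was 5.27 percentage points. At q of at most 0.05, the share of BRD2 peaks with H4K5acK8ac was 71.8% (18.8 times expected) and the promoter-like share 58.6%. This threshold removed no peak from the 10000 strongest, so it says nothing about the comparisons built on them. In regions called in both replicates, 97.3% of BRD2 regions had H4K5acK8ac and 37.7% of H4K5acK8ac regions had both single marks. With at least 50% of the peak covered, 23.9% of H4K5acK8ac peaks had both.

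The lead of H4K5acK8ac over H3K27ac moved most often, as its SD between replicates was small. It was 7.87 percentage points with 5000 and 3.83 with 20000 peaks, 0.0435 with all peaks, 7.29 in summit windows and 4.43 on autosomes. The cause was not tested. It never changed sign in the mean, although the 2 BRD2 lists had opposite signs with all peaks.

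The overlap of H3K9me3 with H3K36me3 reversed, from 0.670 to 1.77 times the expected value, with the 10000 strongest peaks; the cause was not tested beyond the relation to zinc finger genes given under the other observations.

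Leaving out either replicate gave 36.1% (without replicate 2) to 65.1% (without replicate 1) for BRD2 peaks with H4K5acK8ac and 28.5% to 48.0% for their promoter-like share, so 1 library decides these values. The ranges were 40.2% to 51.5% for H4K5acK8ac peaks with both single marks and 4.91 to 5.23 percentage points for the lead over H3K27ac. Replicate agreement has no value without a replicate. The alternative distance to start sites was not run, as no coordinates of genes in the build of the lists were used.

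Replicate numbers did not pair the samples: over 55 pairs of targets, the correlation of deviations in peak number per 100000 bp bin ran from -0.121 to 0.270, and 1 exceeded 0.1. With the replicate block, that is, only libraries of the same number, the difference between acetylation and methylation marks was 52.0 percentage points, the share of BRD2 peaks with H4K5acK8ac 50.6% (13.96 times expected), the lead over H3K27ac 5.07 percentage points, the share with both single marks 45.8%, the ratio of BRD2 fold enrichments 1.38 and the promoter-like share 38.3%. Sequencing depth is unknown, which limits every comparison of list lengths and of weak peaks.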

Other observations

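The tests of list lengths by strict threshold, of regions called in at least 20 lists, of H3K9me3 with H3K27me3 and of BRD2 at H3K27ac peaks, and the comparison with all protein-coding genes, were chosen after the results were seen. The test of peak width was written after its pattern and the distances between summits had been seen, but before the window values.

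Many deposited BRD2 peaks lacked H4K5acK8ac. If these were mostly weak calls, the share with H4K5acK8ac should rise with −log10 q and pass 90% at 5 or more. It rose over every bin in both replicates, and the lowest of the 4 combinations at that threshold was 98.8%. This is consistent with weak calls making up most of the BRD2 peaks outside H4K5acK8ac. Whether such calls are background or weak binding was not tested.

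H4K12ac, rather than H4K5acK8ac, had the highest Jaccard index with BRD2 among the marks (0.193 against 0.154 with all peaks). Among the 10000 strongest peaks the indices were 0.341 and 0.222. Peak width is a candidate explanation, since H4K12ac peaks were narrower. In windows of equal width around the summits of the 10000 strongest peaks, the index was 0.288 for H4K12ac and 0.306 for H4K5acK8ac, and H4K12ac was the higher in 0 of 4 combinations. The lead of H4K12ac among the strongest peaks may therefore come from width. Width does not set the order of all marks: with all peaks, H3K4me3, which has the widest peaks, came second with an index of 0.183, and its place was not tested. No biological explanation was tested.

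Replicate lists of one antibody differed in length. The planned explanation was an excess of weak peaks past a loose threshold, under which over 90% of the 10000 strongest peaks of the longer list should be in the shorter. The lowest share was 85.7%, for H4K8ac, which argues against this as the cause for all targets. BRD2 had 88.9%, but its list of 10000 reaches down to weak peaks: of the replicate 1 peaks with a −log10 q of at least 5, 99.7% were in the other list, so its share does not count against weak peaks. The other targets had at least 98.4%. For H3K27ac and H3K27me3 the ratio of lengths fell from 1.226 and 1.302 to 1.04 for both among peaks with a −log10 q of at least 5, as weak peaks would give. The H3K27ac list with more peaks was then the slightly shorter one. The same held for BRD2, with a ratio of 2.62 the other way, so its excess of peaks lay among weak ones, while the difference in strong peaks is left unexplained. For H4K8ac, H3K4me1 and H3K9me3 the ratio grew with the same list ahead, to 5.47, 2.49 and 1.59, which argues against weak peaks as the cause there. It also grew slightly for H4K12ac (1.05 to 1.18) and H3K36me3 (1.01 to 1.04). The longer list switched for H4K5acK8ac and H4K5ac as well, at ratios of at most 1.08. Unequal depth or unequal enrichment between the libraries stays open, since the lists hold no read numbers.

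Only 4 regions, 4465 bp in all, were called in all 22 lists. They lay on chromosome 1 (121484297 to 121485446), chromosome 6 (58776513 to 58779297) and chromosome 7 (61969048 to 61969268 and 61969329 to 61969637). They were too few to test whether such regions crowd together as mapping artefacts or high copy number would make them. Widening this to the 6 regions called in at least 20 lists did not help, because 100% of them fell in the 10 fullest 1-Mb bins, as they also did for random sets of 6 H4K5acK8ac peaks. Artefact and shared chromatin cannot be told apart by such counts, and the positions were not compared with known artefact regions.

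Antibody host and type were set down as an explanation in case H4K5acK8ac resembled H3K27ac, also detected with a mouse monoclonal antibody, more than the single H4 marks. The Jaccard index with H3K27ac was 0.436, above that with H4K8ac (0.236) but below that with H4K5ac (0.539), so the pattern was present only in part. Antibody type would also place H3K4me3, which has a mouse monoclonal antibody too, above both single marks. Its index was 0.334, above H4K8ac but not above H4K5ac, which H3K27ac does not exceed either. H4K12ac, detected with a rabbit antibody, had 0.376 and so also lay above H4K8ac. With 1 antibody for each target, antibody type and target cannot be told apart.

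H3K9me3 peaks overlapped H3K27me3 peaks at 3.51 times the expected value. Weak peaks do not account for it, since the ratio was 12.2 among the 10000 strongest peaks of each list. Broad domains or copy number would keep the excess when peaks are moved by 10 kb, but only 21.9% of it was left. Regions called with any antibody would also be called for H4K5acK8ac. Only 1.83% of H3K9me3 peaks overlapped that mark, 0.474 times the expected value. Such regions can therefore be only a small part of the 31.5% that overlapped H3K27me3, though they are not excluded. Shared domains shorter than the shift, cross-reaction of an antibody, short repeats and true joint marking stay open and untested.

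The strongest H3K9me3 and H3K36me3 peaks overlapped more than expected although the full lists overlapped less. Clusters of zinc finger genes are a candidate explanation. Of the ZNF-named protein-coding genes of autosomes in the GRCh38.p14 table, 49.5% are on chromosome 19, which held 40.5% of the overlapping bases of the 10000 strongest peaks. Across 22 autosomes, the share of ZNF genes and the share of overlapping bases had a Pearson r of 0.980 (permutation p = 0.0001, adjusted 0.0003 over 6 relations) and a Spearman rho of 0.755 (permutation p = 9e-05). Without chromosomes 7 and 19, r was 0.521 (permutation p = 0.0187, adjusted 0.0225). A further measure, the percentage of H3K36me3 bases also called for H3K9me3, was set against ZNF genes per Mb of H3K36me3 bases. It gave an r of 0.596 without its own farthest chromosomes, 16 and 19 (permutation p = 0.00579, adjusted 0.00868). Both sides of this relation are divided by the same H3K36me3 bases, which alone can raise r, so it adds little. Against zinc finger clusters, and without chromosomes 7 and 19, the share of all protein-coding genes gave a higher r than the ZNF share, 0.645. With that share taken out, the partial r for ZNF genes was 0.308 (permutation p = 0.177). Beyond chromosome 19, zinc finger clusters and gene number therefore cannot be told apart. The relation was also not limited to peaks with an excess. Over 22 autosomes and all peaks, which overlapped less than expected, the ZNF share gave an r of 0.938 and a rho of 0.767. Among the 10000 strongest peaks, the share of all protein-coding genes gave a lower r, 0.443, but a similar rho, 0.764. The excess also remained without chromosome 19, at 1.64 ± 0.0836 times the expected value (SD, n = 2).

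BRD2 was called at 28.6% of H3K27ac peaks with H4K5acK8ac and at 1.97% of those without in replicate 1, and at 40.8% and 0.909% in replicate 2. Strength of the H3K27ac peak alone would remove the gap within 10 equal classes of H3K27ac fold enrichment, but a mean gap of 13.4 percentage points was left over the classes with at least 20 peaks of each kind, 10 in replicate 1 and 9 in replicate 2. A role of H4K5acK8ac beyond that of other acetylation marks would give the largest gap for this mark. Over the classes usable for both marks, H4K12ac had a gap of 15.6 percentage points at H3K27ac peaks, ahead by 2.22 ± 1.06 (SD, n = 2) and in both replicates. The prediction was thus not met at these peaks. However, fewer H3K27ac peaks carried H4K12ac (35620 and 31931 in replicates 1 and 2) than H4K5acK8ac (44685 and 43003). The lists were not matched for this, so the order of the gaps cannot decide on such a role. The order was not the same everywhere. Over 6 peak sets there were 20 comparisons of this kind with another acetylation mark. H4K5acK8ac was ahead in both replicates by more than the SD in 10, and the other mark, each time H4K12ac, in 2. Against H4K12ac alone, H4K5acK8ac was ahead in this way only at H3K4me3 peaks, and H4K12ac at H3K27ac and H3K4me1 peaks. At H4K5ac and H4K8ac peaks their difference lay within the SD. These comparisons left out H3K4me3 as the other mark. Its gap at H3K27ac peaks was 18.3 ± 6.71 (SD, n = 2), over classes not matched to those of H4K5acK8ac. In replicate 1, with 10 classes for both, it was 13.6 against 12.1. The mean gap for H3K4me3 was also larger at H4K5ac, H4K8ac, H4K12ac and H3K4me1 peaks, but not in replicate 1 of H3K4me1 (11.3 against 11.4). Promoter-like state and shared open chromatin as the source of all these gaps were not tested.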
